A study of Mus musculus with 8 samples.

How the data were processed

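RNA polymerase II (Pol II) ChIA-PET was done on livers of C57BL/6 mice kept in a light-dark cycle and fed freely. Per the labels' protocols, livers were taken at ZT06 or ZT18, frozen and ground, and chromatin of several livers was combined for each immunoprecipitation with the Pol II antibody 8WG16. Crosslinking used formaldehyde alone in experiment 2, and formaldehyde together with 1.5 mM EGS, a second crosslinker that joins proteins over a longer span, in experiments 1 and 3. Also per the labels' protocols, biotinylated linkers were ligated to the DNA ends on the beads, and the eluted complexes were ligated at high dilution. The labels describe 8 libraries, 4 at each time point.

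The authors deposited 1 table with a row for each paired-end tag (PET) and no header line. From its values, a row gives the experiment, the linker sequence of each read, the chromosome and position of each end, and a distance. The distance was 0 for every PET with ends on different chromosomes, and for the rest it exceeded the difference of the positions by a median of 21 bp (17 to 60 bp). No 2 rows of an experiment and linker had the same pair of positions. With one read-1 position, 0 pairs had read-2 positions 1 bp apart, against 9114 pairs at 2 bp in experiment 1 and 174 in experiment 3. In these experiments this argues that PETs up to 1 bp apart had been removed. Experiment 2 had too few such pairs to tell. The aligner, genome build, tag length, filters and duplicate removal are not given in the sources used here. All columns hold PETs of several libraries together, and no column names a library or a time point.

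The design fixed before the data were examined assumed counts per library, with count models for ZT18 against ZT06. The deposited table holds positions without a library, so those models were not run, and values were computed for each experiment instead. The linker divides each experiment into 2 subsets, but its link to libraries or time points is not given in the sources used here, and the subsets were not used as groups. The design's exact permutation test of dual against single crosslinking compares 2 experiment pools with 1, and its smallest two-sided p is 0.333, so these values are only described.

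PETs with an end on the mitochondrial chromosome were set aside. The rest were divided into PETs with ends on different chromosomes, PETs with ends on one chromosome at most 8 kb apart, and PETs more than 8 kb apart. The class within 8 kb is meant to hold ends of a single fragment joined to each other, which was not tested. Distances are differences of positions. Chance ligation was modelled by shuffling the read-2 ends among the PETs of one experiment and linker, without those at most 8 kb apart, 100 times. The observed number of PETs in a distance class was divided by the mean number after shuffling. PET ends were also counted in 10 kb bins. The Spearman correlation between experiments was taken over bins with an end in any experiment, at full depth and again between random sets of 237233 PETs, and of 175718 PETs, with all PETs or those with unshared positions. Bins are not independent replicates.

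Bin pairs on one chromosome were scored by a hypergeometric test of their PETs on the ends in each bin. Benjamini-Hochberg adjustment ran over all pairs of bins with an end on the same chromosome, and a pair was called with at least 3 PETs and an adjusted p under 0.05. This test takes no account of distance, so it measures joining against chance ligation. Bin pairs seen in at least 2 experiments were counted, and counted again after the offsets between ends were permuted within each experiment and chromosome, 100 times.

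A table of RefSeq genes on assembly GRCm38.p6 gave gene names and neighbours, and none of its coordinates are printed. The build of the deposited positions was tested on the data: PET ends within 2.5 kb of the boundaries of protein-coding genes were densest at an offset of 0, and shifts of 5 kb to 1000 kb lowered their number to between 0.571 and 0.676 of that value. The table used here has no strand, so either annotated end of a gene counts as a gene boundary, in place of the promoters named in the design. No marks of enhancers were used, and no region is called an enhancer. For PETs 8 to 100 kb apart, each end was compared with its mirrored point, at the same distance on the other side of the partner end. A two-sided exact sign test took each PET as 1 trial, by whether more ends or more mirrored points lay within 2.5 kb of a gene boundary. The same was computed for chance PETs, those 8 to 100 kb apart in 100 shuffles, and the observed shares were set against theirs by two-sided exact binomial tests.

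The gene lists were fixed before the data were examined: 12 genes with a daytime peak of liver transcription, 6 with a night peak and 6 abundant liver genes. All 24 symbols were found in the gene table. The density of PET ends over a gene and 2.5 kb either side was taken relative to the mean of the nuclear genome. Each list's median was ranked among 10000 random lists of protein-coding genes matched on length in 10 groups, and its contacts also among 10000 lists matched on PET ends in 100 groups. By the naming rule fixed beforehand, the text names the list genes, the 5 bins with the most PET ends and the 5 bin pairs with the most PETs, with ties resolved by the smaller p. Other named items were chosen after their values were seen.

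Shares have 95% exact Clopper-Pearson intervals and ratios have 95% exact Poisson intervals of the observed number. Both cover counting error only, since PCR copies and livers combined in a library are not independent. The calculations were tested on simulated data made from each experiment's own ends. Of 1000 planted contacts at 8 to 100 kb, the estimated excess was 990.05, 996.9 and 1001.6 for experiments 1, 2 and 3, and 199, 200 and 200 of 200 planted bin pairs were called, with 0 others. Each planted pair had 4 PETs. The simulation did not cover pairs with 3 PETs, PETs at most 8 kb apart, near-duplicates, or the experiments combined. It therefore gives no rate of missed or false calls for the bin pairs reported here. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used. Alternatives covered the minimum distance (4 and 20 kb), bin size (5 and 25 kb), minimum PETs (2 and 5) and window (1 and 5 kb). Chosen after seeing the data were the removal of near-duplicates, of shared read-1 positions and of the densest bins, shuffling across linkers, leaving out an experiment, random draws without shared positions or at their depth, the chance PETs near gene boundaries, and a sign test on 1 random end per PET.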

Results

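Contacts between DNA segments bound by Pol II were measured in mouse liver by ChIA-PET. The assay pulls down crosslinked chromatin with a Pol II antibody, joins DNA ends held in one complex through a linker, and sequences a short tag from each side as a PET. The labels describe 4 libraries from the middle of the day (ZT06) and 4 from the middle of the night (ZT18), where ZT counts hours from lights on. They came from 3 experiments. Experiment 1 had 2 libraries at each time point, and experiments 2 and 3 had 1 at each. Experiments 1 and 3 were crosslinked with EGS and formaldehyde (dual crosslinking), and experiment 2 with formaldehyde alone (single crosslinking).

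The table held 2753554 PETs, of which 474478 were from experiment 1, 1438866 from experiment 2 and 840210 from experiment 3. Each row was marked with its experiment and its linker sequence but with no library or time point. The study's question, which contacts differ between day and night, was therefore not analysed here. The values that follow are for each experiment, which combines its day and night libraries, and there is no spread between replicates to set them against. Intervals are 95% and cover counting error only.

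Most PETs joined different chromosomes. This share was 73.1% in experiment 1 (73.0 to 73.2%), 80.2% in experiment 3 (80.1 to 80.3%) and 88.7% in experiment 2 (88.6 to 88.7%). The share of PETs with ends at most 8 kb apart had the reverse order, with 22.5% in experiment 1 (22.4 to 22.7%), 14.8% in experiment 3 (14.7 to 14.8%) and 6.23% in experiment 2 (6.19 to 6.27%). PETs on one chromosome more than 8 kb apart made up 4.36%, 5.10% and 5.02% in experiments 1, 2 and 3. The median distance of these was 36.9, 39.1 and 35.3 Mb. The differences in the share within 8 kb between experiments exceeded the counting intervals. The 2 linker subsets within an experiment also differed beyond them in experiment 1 (24.9% and 20.9%) and experiment 2 (10.9% and 4.84%). In experiment 3 the subsets had 14.7% and 14.9%, with overlapping intervals. The largest move of the share under an alternative was to 25.2% in experiment 1, when only PETs with an unshared read-1 position were kept. With 2 dual-crosslinked pools against 1 single-crosslinked pool, an exact two-sided permutation test cannot give a p below 0.333. Protocol and experiment also cannot be told apart, since single crosslinking was used in 1 experiment.

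**Figure D1:**
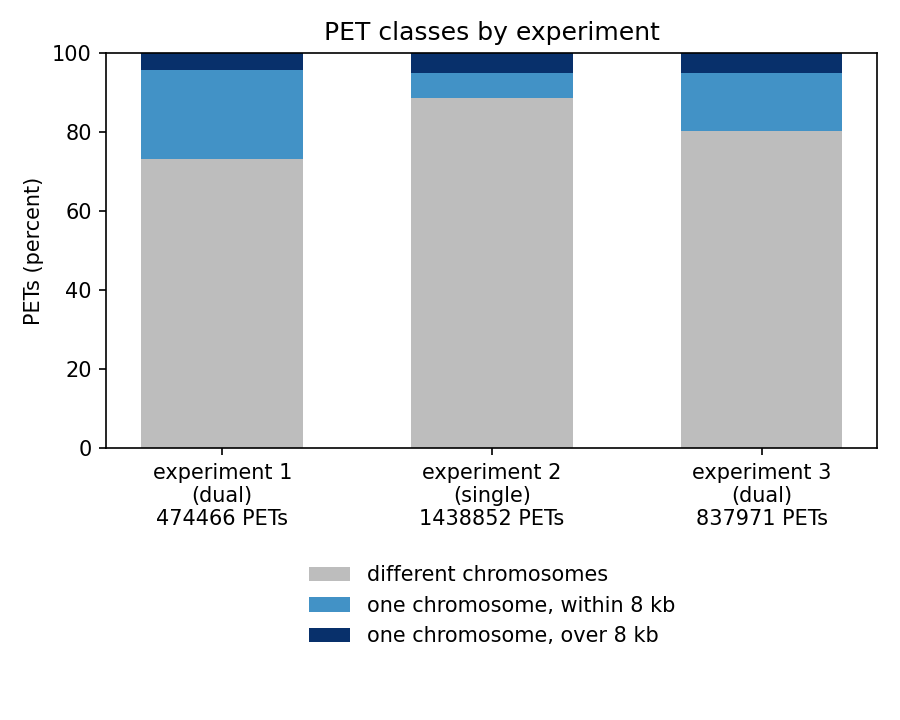
Percent of PETs in each class (stacked bars, y axis from 0 to 100%) for the 3 experiments, with the crosslinking and the number of nuclear PETs under each bar. The share within 8 kb was 22.5% in experiment 1, 6.23% in experiment 2 and 14.8% in experiment 3.

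PETs on one chromosome were then set against chance ligation, modelled by shuffling partners. Between 8 and 20 kb, experiment 1 had 291 PETs against a mean of 5.11 after shuffling, a ratio of 56.9 (50.6 to 63.9). Experiment 3 had 768 against 8.44, a ratio of 91.0 (84.7 to 97.7), and experiment 2 had 140 against 14.6, a ratio of 9.58 (8.06 to 11.3). The ratio fell with distance in each experiment. Between 100 and 500 kb it was 2.47 (2.20 to 2.77) in experiment 1, 1.31 (1.21 to 1.43) in experiment 2 and 4.15 (3.90 to 4.41) in experiment 3. Between 500 kb and 2 Mb it was 1.18, 1.08 and 1.37, with each lower limit above 1. Between 2 and 10 Mb the ratios were 1.03 (0.986 to 1.07) in experiment 1 and 1.02 (0.994 to 1.04) in experiment 2, so no excess was detectable over the class as a whole. In narrower classes, experiment 2 had 1.097 (1.03 to 1.17, not adjusted for the number of classes) between 2009509 and 2838507 bp. Experiment 3 had 1.08 (1.05 to 1.11) between 2 and 10 Mb and 1.01 (1.00 to 1.02) beyond. Beyond 10 Mb, experiments 1 and 2 had 1.01 (0.992 to 1.02) and 1.00 (0.992 to 1.01).

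**Figure D2:**
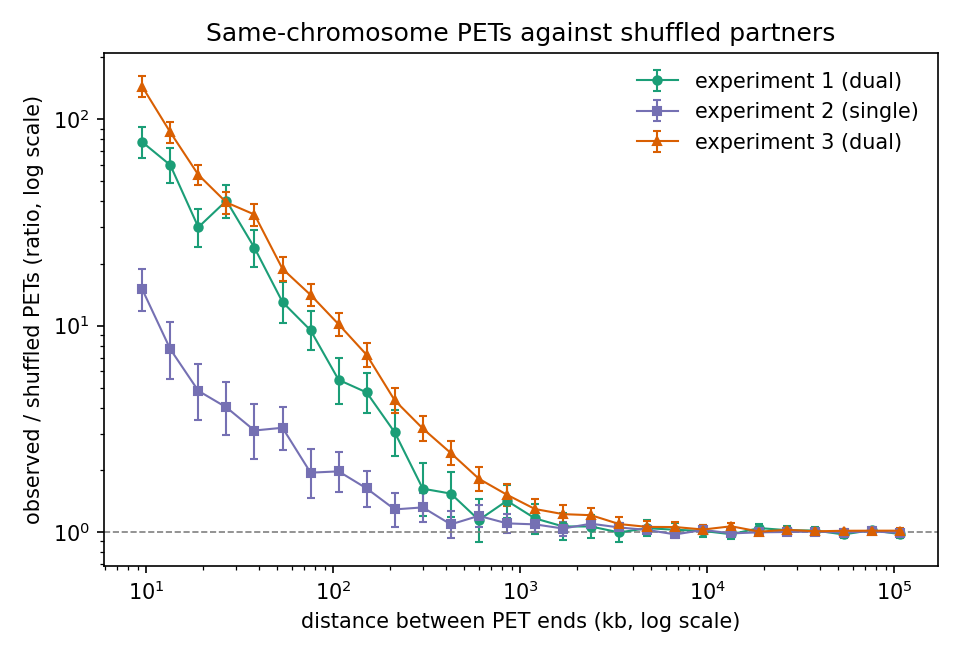
Observed over shuffled PETs (y axis, ratio, log scale) by distance between PET ends (x axis, kb, log scale) for the 3 experiments, with 95% Poisson intervals of the observed number as bars; the dashed line marks a ratio of 1. All 3 curves fall towards 1, and experiment 2 lies below the others at 8 to 100 kb.

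Over the whole range of 8 to 100 kb, experiment 1 had 714 PETs, experiment 2 had 397 and experiment 3 had 1964. The ratios to shuffled partners were 22.9 (21.2 to 24.6), 3.74 (3.38 to 4.13) and 31.9 (30.5 to 33.4). The minimum distance moved these values most, and with 4 kb in place of 8 kb they were 30.8, 7.07 and 47.7. The excess over shuffled partners amounted to 0.638 PETs for every 100 PETs within 8 kb in experiment 1 (0.590 to 0.689), 0.324 in experiment 2 (0.282 to 0.370) and 1.54 in experiment 3 (1.47 to 1.61). The single-crosslinked experiment was lowest on both measures, and the dual-crosslinked experiments also differed from each other beyond their counting intervals.

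The experiments were compared over 250577 bins of 10 kb. The median bin held 3 PET ends in experiment 1, 11 in experiment 2 and 6 in experiment 3. Spearman's rho across bins was 0.338 between experiments 1 and 2, 0.347 between 1 and 3, and 0.444 between 2 and 3. With 25 kb bins these rose to 0.437, 0.485 and 0.540. To set them against sampling noise, sets of 237233 PETs were drawn. At that depth, rho between separate random sets of one experiment was 0.274, 0.219 and 0.279 for experiments 1, 2 and 3. Between experiments it was 0.173 for 1 and 2, 0.209 for 1 and 3, and 0.198 for 2 and 3. Each value between experiments was thus below both values within them. Copies of one molecule in both sets of an experiment raise the values within it, so the draw was repeated 10 times with 175718 PETs in each set, an alternative chosen after the values were seen. With all PETs at this depth, mean rho was 0.227, 0.173 and 0.224 within experiments 1, 2 and 3, and 0.135, 0.171 and 0.158 between 1 and 2, 1 and 3, and 2 and 3. With only PETs of unshared read-1 and read-2 positions it was 0.189, 0.172 and 0.222 within, and 0.138, 0.174 and 0.159 between. At both settings each mean between experiments was below both means within them.

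PET ends were enriched at the boundaries of protein-coding genes. Relative to windows 100 kb away, the number of ends within 2.5 kb of a boundary was 2.27-fold higher in experiment 1 (2.26 to 2.28), 1.35-fold in experiment 2 (1.35 to 1.36) and 1.64-fold in experiment 3 (1.64 to 1.65). A 1 kb window moved these most, to 3.42, 1.70 and 2.24. Ends of PETs within 8 kb had folds of 3.01, 2.55 and 2.08, and ends of PETs between chromosomes had folds of 1.95, 1.25 and 1.55.

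**Figure D3:**
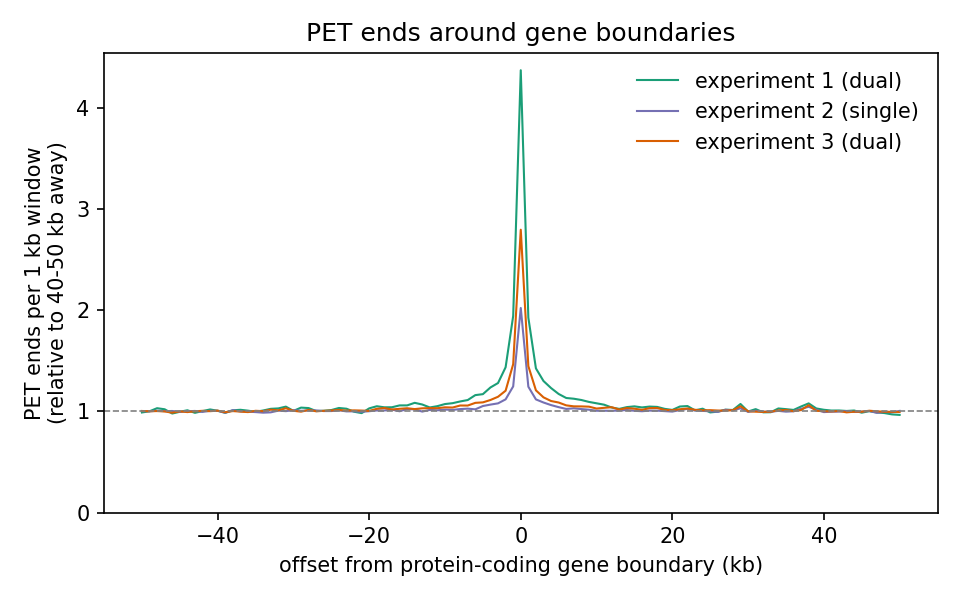
PET ends in 1 kb windows (y axis, relative to windows 40 to 50 kb away) by offset from the boundaries of protein-coding genes (x axis, kb), 1 line for each experiment; a relative density of 1 is dashed. All 3 lines peak at an offset of 0, highest in experiment 1 and lowest in experiment 2.

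The 5 bins with the most PET ends overlapped no protein-coding gene. They lay on chromosome 2 from 98660000 to 98669999 (8527 ends), on chromosome 14 from 19410000 to 19419999 (7514 ends), and on chromosome 9 from 35300000 to 35309999 (3427 ends), from 3020000 to 3029999 (2146 ends) and from 3000000 to 3009999 (1542 ends). These positions are as deposited, with a build not given in the sources used here. Together the 5 bins held 0.421% of all nuclear ends. In each, 13.2% or more of the ends fell within a single 100 bp stretch. The densest bins over a protein-coding gene in all experiments combined, chosen after the values were seen, overlapped Tat (838 ends, on chromosome 8 from 109990000 to 109999999) and Alb (812 ends, on chromosome 5 from 90460000 to 90469999), where the densest 100 bp held 4.18% and 4.56%. Experiment 1 raised both bins to the top of the combined counts, with 436 ends for Tat and 506 for Alb. Within experiment 1 Alb was thus above Tat. In experiments 2 and 3 a bin over Sfi1, on chromosome 11 from 3190000 to 3199999, had 448 and 234 ends, against 237 and 165 for Tat and 163 and 143 for Alb. In experiment 1 the Sfi1 bin had 114 ends. Whether the Sfi1 bin holds repeated sequence was not tested.

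The 3075 PETs that were 8 to 100 kb apart were also compared with gene boundaries. Of their ends, 30.5% (29.3 to 31.7%) lay within 2.5 kb of a boundary, against 16.0% (15.1 to 16.9%) of the mirrored points, a ratio of 1.91. The ratio was 2.16 in experiment 1 (two-sided exact sign test over PETs, p = 1.5e-33, adjusted p = 2.2e-33), 1.30 in experiment 2 (p = 0.0328, adjusted p = 0.0328) and 1.90 in experiment 3 (p = 1.1e-50, adjusted p = 3.2e-50), with Benjamini-Hochberg adjustment over 3 experiments. With 1 random end per PET, which leaves fewer trials, experiment 2 had a ratio of 1.40 (60 ends against 43 mirrored points). The two-sided exact sign test, on 44 PETs against 27, gave p = 0.0568.

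Mirrored points are places rather than captured ends, so the enrichment of all PET ends at genes raises these ratios without any contact. A control chosen after these values were seen took chance PETs, which lay 8 to 100 kb apart once partners were shuffled. Their ratios were 1.76, 1.17 and 1.55 in experiments 1, 2 and 3. Among PETs that differed in ends and mirrored points, the ends were favoured in 79.1% against 70.2% for chance PETs in experiment 1 (two-sided exact binomial test, adjusted p = 8.6e-05) and in 73.8% against 64.8% in experiment 3 (adjusted p = 1.0e-08). In experiment 2 it was 59.8% (50.8 to 68.4%) against 54.9% (exact binomial test, p = 0.285, adjusted p = 0.285), so no effect beyond end enrichment was detectable on this measure in experiment 2. Both ends lay near a boundary in 16.7% of PETs against 6.82% of chance PETs in experiment 1 (adjusted p = 7.2e-19), 5.29% against 1.498% in experiment 2 (adjusted p = 9.6e-07) and 13.6% against 3.85% in experiment 3 (adjusted p = 4.0e-69), by the same exact binomial test over 3 experiments. The mirrored points of observed PETs were also more often near boundaries than those of chance PETs, at 17.6%, 12.3% and 16.1% against 10.6%, 6.53% and 9.26%. Part of the difference in both ends was thus not separated from short contacts lying where genes are dense. These tests count PETs, not animals, and take the share of chance PETs as known.

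Contacts seen repeatedly were few. Of 135452 bin pairs joined by a PET over 8 kb, 99.6% had 1 PET, 561 had 2, 11 had 3 and 1 had 4. The pair with 4 PETs joined the bins on chromosome 9 at 3020000 and at 35300000, which are among the 5 densest, and it did not exceed chance ligation (one-sided exact hypergeometric test, p = 0.0467, adjusted p = 1). Of the 12 pairs with at least 3 PETs, 9 passed an adjusted p of 0.05. In 3 of the 9, all in experiment 3, the PETs shared a single read-1 position and joined bins megabases apart. By the naming rule these include chromosome 11 from 47030000 (within Sgcd) with 65620000, and chromosome 13 from 46930000 with 110670000. The remaining 6 joined bins at most 100 kb apart, and 4 of them had PETs in 2 experiments. They include bins within Megf6 on chromosome 4, from 154170000 and from 154190000 (exact hypergeometric test, adjusted p = 0.000593), where the 2 PETs of experiment 1 shared a read-1 position, and bins on chromosome 11 from 101640000 and from 101650000 without a protein-coding gene (exact hypergeometric test, adjusted p = 0.00922). The number called was sensitive to the processing. It was 2 after near-duplicate PETs were collapsed within 2 bp and 1 within 10 bp, 3 without experiment 1 and 2 without experiment 3. After the collapse within 2 bp, 10 pairs still had at least 3 PETs. Most calls were thus lost through the adjustment, which depends on how many other pairs have a small p. Passing pairs with at least 2 PETs fell from 215 to 2.

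At 8 to 100 kb, 35 of 2931 bin pairs were seen in at least 2 experiments, against a mean of 11.7 (SD 3.05, highest 20) after the offsets were permuted 100 times. The excess was carried by experiments 1 and 3. Without experiment 2, 32 pairs were shared against 9.55 permuted. Without experiment 1 there were 2 against 0.83, and without experiment 3 there was 1 against 0.78, so no excess was detectable in those. A permuted offset can move an end to a place where few ends are captured. The enrichment of all PET ends at genes was therefore not separated from the excess of shared pairs.

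The gene lists were then examined in the combined day and night signal, which says nothing of their rhythm. All 6 liver genes had a density of PET ends above the nuclear mean in every experiment. Their median relative density was 51.0 in experiment 1, 7.60 in experiment 2 and 11.3 in experiment 3, above all 10000 random lists matched on length. Alb had 103 (95.8 to 111) in experiment 1, 9.05 (7.85 to 10.4) in experiment 2 and 15.5 (13.4 to 17.8) in experiment 3.

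The median of the 12 day genes was 3.28, 1.40 and 2.78 in experiments 1, 2 and 3, at percentiles 99.9, 96.3 and 99.97 of the random lists. The 6 night genes had medians of 1.44, 1.15 and 1.67, at percentiles 87.1, 37.5 and 92.8. Of the 18 clock genes, 15 were above the nuclear mean in all experiments, as were 45.0% of all protein-coding genes, whose median densities were 1.19, 1.17 and 1.39. Dbp had the highest relative density among them, with 42.7 (36.3 to 50.1) in experiment 1, 4.94 (3.71 to 6.45) in experiment 2 and 8.02 (5.97 to 10.5) in experiment 3.

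PETs with 1 end over a gene and the other 8 kb to 1 Mb away were counted as its contacts. The day list had 13 such contacts over 6 of its genes, the night list 3 over 3 genes and the liver list 10 over 5 genes. Random lists matched on PET ends had medians of 5, 3 and 4 contacts. The day list stood at percentile 99.3 of them, the liver list at 97.0 and the night list at 37.9. With tied random lists counted as below, these were 99.7, 98.5 and 57.8. The highest numbers for single genes were 5 for Apoa2 and 4 for Usp2, and at these numbers no contact of a single gene could be compared between experiments.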

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

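All tests in this part were chosen after the result was seen. PETs with an end on the mitochondrial chromosome were in no comparison, and they exceeded the limit of 3 that a count of 0 allows in each experiment. There were 12 in experiment 1, 14 in experiment 2 and 2239 in experiment 3. Relative to its number of PETs, experiment 3 had 105 times as many as the higher of the others. Of 31 nuclear bins with at least 100 ends in experiment 3, 1 exceeded 3 times its higher level in the others, at 3.45 times (chromosome 17, from 39840000 to 39849999), so a general rise of dense sequences in experiment 3 did not accompany the mitochondrial PETs. A filter on mitochondrial reads that differed between experiments and a larger amount of mitochondrial DNA in the chromatin of experiment 3 cannot be told apart, since both leave the same PETs in the table. In experiment 3, 12.8% of the mitochondrial PETs (286) had both ends on the mitochondrial chromosome. The libraries of experiment 3 came from both time points, and no biological explanation was tested.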

How the results depend on the processing

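Chosen after the data were examined were collapsing near-duplicates, keeping unshared read-1 positions, leaving out the densest bins or an experiment, shuffling across linkers, 2 PETs with near-duplicates collapsed, draws without shared positions, chance PETs as a control, and the sign test on 1 random end. Over 21 results and 117 alternative values, 81 stayed within the spread or on the same side of the threshold, 35 moved, 1 lost its significance and 0 reversed. A further 10 values with identical PETs collapsed are left out, since no PET was removed. Loss of significance was scored only for the ratios to mirrored points. Percents, ratios over 2 Mb, called interactions and correlations could not be scored as reversed. Shared bin pairs without experiment 1 are among the 81, although no excess was detectable there. The observed over shuffled PETs to 100 kb were 30.8, 7.07 and 47.7 in experiments 1, 2 and 3 from 4 kb, and 15.7, 2.92 and 22.6 from 20 kb, which follows from the fall of the ratio with distance. The percent of PETs within the minimum distance in experiment 3 was 14.6 for 4 kb and 14.9 for 20 kb. With unshared read-1 positions, that percent was 25.2 in experiment 1 and 15.1 in experiment 3, and the ratio to 100 kb was 26.9 and 35.7; the cause was not tested. Without the densest bins the percent was 22.8, 6.28 and 14.9, and the cause was not tested. The order of the experiments was the same in each of these settings.

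Called interactions numbered 9. They were 215 with at least 2 PETs, 0 with at least 5 (no bin pair had 5), 4 with 5 kb bins and 3 from 20 kb. They were 2 with near-duplicates collapsed, both among the 9, 1 with those up to 10 bp apart collapsed, also 2 with near-duplicates collapsed and at least 2 PETs, and 1 with unshared read-1 positions. They were 3 without experiment 1 and 2 without experiment 3. Collapsing lowered the bin pairs with at least 2 PETs from 573 to 148. After collapsing, 10 bin pairs still had at least 3 PETs, so most of the lost calls had kept their PETs. They were lost through the adjustment, since passing pairs with at least 2 PETs fell from 215 to 2. The cause of the other moves, apart from the minimum number of PETs, was not tested. Bin pairs shared between experiments, over permuted, were 5.41 with 5 kb bins, 1.82 with 25 kb bins, 2.08 from 4 kb and 1.28 without experiment 3, against 3.00; the cause was not tested.

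The ratio of ends to mirrored points near gene boundaries stayed above 1 in each setting, but chance PETs had ratios of 1.76, 1.17 and 1.55 from the enrichment of ends alone. In experiment 2 it was 1.40 with 1 random end per PET, with an exact sign test p of 0.0568, where fewer ends are counted by construction. The fold at gene boundaries with a 1 kb window was 3.42 in experiment 1 and 2.24 in experiment 3, and with a 5 kb window 1.79 in experiment 1, since ends crowd within 1 kb of boundaries. With 25 kb bins Spearman's rho was 0.437, 0.485 and 0.540, where each bin holds more ends.

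No paired analysis was possible because the table names no library, replicate number or time point. For the same reason the planned tests of anchors, interactions, promoters, the clock lists and PET shares by time were not run, nor were their alternatives: other covariates, the replicate block, size factors, other count models, low-count filters, windows, dual-crosslinked libraries alone, averaging libraries, and leaving out each library. The anchor classes of called bin pairs were not run under other bin sizes or minimum PETs, since the ends of single PETs took their place. Few contacts recurred: of 2931 bin pairs joined by the 3075 PETs at 8 to 100 kb, 96.9% had 1 PET. Whether depth is the cause was not tested.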

Other observations

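The tests of near-duplicates, of short contacts without shared read-1 positions, of the low excess in experiment 2, of PETs over 2 Mb and of the densest bins were chosen after the data were examined.

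After near-duplicates (one read-1 position, read-2 positions within 2 bp) were collapsed, 17.5% of the 340116 remaining PETs between chromosomes in experiment 1 (17.3 to 17.6%) shared their exact read-1 position with another PET of the same linker whose read-2 end lay elsewhere, and 5.78% shared a read-2 position. The read-1 share was 0.588% in experiment 2 and 4.58% in experiment 3. Chance pile-up of fragment ends predicts as many pairs between linkers as within them. In experiment 1, pairs within a linker were 10.9 times (10.6 to 11.3) as common after scaling for PET numbers, against 1.04 in experiment 2 and 3.88 in experiment 3, which argues against chance pile-up as the whole cause. The share was 3.02 times as high at read 1 as at read 2, which a joining of read 2 to another molecule during amplification might leave. Copies with a wrongly aligned read 2 predict less enrichment of those read-2 ends at gene boundaries than of other read-2 ends. The fold was 1.44 (1.40 to 1.47) in experiment 1 and 1.32 (1.27 to 1.36) in experiment 3. These PETs include the first molecule of each group, whose read 2 may be rightly aligned. A fold above 1 therefore does not exclude wrong alignment as the whole cause. The other read-2 ends had folds of 1.92 (1.90 to 1.94) and 1.52 (1.51 to 1.53), so joined partners drawn evenly from the library are not the whole cause. Wrong alignment, joining to a part of the library with less enrichment, and a mixture of these cannot be told apart, since the source of the read-2 ends is not in the table. No biological explanation was tested.

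Experiment 1 also held 9114 PETs with the read-1 position of another PET of the same linker and a read-2 position exactly 2 bp away, and only 2 such pairs lay between linkers. Experiment 2 had 9 and experiment 3 had 174 at 2 bp. In experiment 3 a further 71 to 104 such pairs lay at each offset from 3 to 10 bp, with 0 between linkers, so collapsing within 2 bp left most of its near-copies in. Within 10 bp, 853 PETs of experiment 3 were collapsed, and 1 interaction was called. Near-duplicates within 2 bp made up 1.94% of PETs between chromosomes in experiment 1 (1.89 to 1.98%), 1.85% of those within 8 kb and 2.03% of those over 8 kb. An equal share over classes fits copies of one molecule that a removal of PETs up to 1 bp apart would miss. A candidate cause is a tag end that varied by 2 bp. After they were collapsed, bin pairs with at least 2 PETs fell from 573 to 148. Short contacts as a class did not rest on either kind of copy. With unshared read-1 positions only, the ratio of observed to shuffled PETs at 8 to 100 kb in experiment 1 was 26.9, against 22.9 with all PETs.

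The low ratio of short contacts in experiment 2 might come from more chance ligation alone. That would dilute PETs within 8 kb and short contacts alike, on the assumption that PETs within 8 kb form as readily under either protocol. The excess at 8 to 100 kb was still only 0.324 for every 100 PETs within 8 kb in experiment 2, against 0.638 and 1.54, beyond the counting intervals. The linker subsets bear on this measure. In experiment 2 they had 10.9% and 4.84% of PETs within 8 kb and ratios of 6.00 and 3.10, yet their excess for every 100 PETs within 8 kb was 0.326 (0.264 to 0.397) and 0.323 (0.266 to 0.385). In experiment 1 the subsets had 0.654 and 0.626, and in experiment 3 1.55 and 1.53. What remains open is the crosslinking itself, which cannot be told apart from the experiment (smallest p 0.333), and a weaker Pol II enrichment in experiment 2. For the latter, the median relative density over the liver genes was 7.60 in experiment 2, below 51.0 and 11.3. The fold of PETs within 8 kb at gene boundaries went the other way against experiment 3, with 2.55 (2.53 to 2.57) in experiment 2 and 2.08 (2.07 to 2.10) in experiment 3. By liver genes, experiments 1 and 3 had the opposite order in the contact ratio, so enrichment alone does not order all 3 experiments.

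PETs over 2 Mb apart had ratios to shuffled partners of 1.01 in experiment 1 and 1.00 in experiment 2, with 1 inside both intervals, as chance ligation predicts for the class as a whole. The class is mostly PETs over 10 Mb, and in experiment 2 a narrower class just beyond 2 Mb had 1.097 (1.03 to 1.17). In experiment 3 the ratio was 1.02 (1.01 to 1.03), which chance ligation as modelled would not leave. It was 1.08 (1.05 to 1.11) at 2 to 10 Mb and 1.01 beyond, so the excess may continue the fall of the ratio with distance, or come from a dependence between partners that shuffling removes. The difference between experiments was not tested.

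The 5 densest bins may hold reads of repeated sequence that align to few copies in the reference. Their densest 100 bp stretches held at least 13.2% of each bin's ends, against 3.14% to 8.99% in the 5 densest bins over protein-coding genes. The latter include bins over Sfi1, at 3.14% and 3.17%. These Sfi1 bins had 114 and 95 ends in experiment 1, against 448 and 439 in experiment 2. The bins over Tat, Alb and Errfi1 had more ends in experiment 1 than in experiment 2. No annotation of repeats was used, so the gene bins are not known to be free of repeated sequence. The comparison therefore cannot decide whether repeats fill the 5 densest bins. No biological explanation was tested.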
